A study of Mus musculus with 8 samples. Its data were reported in "The transcription factor FOXL2 mobilizes estrogen signaling to maintain the identity of ovarian granulosa cells" (2014).

How the data were processed

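Primary follicular cells were grown from ovaries of Swiss mice aged 8 weeks, with 5 mice pooled per replicate. For these hormone experiments the medium held charcoal-treated serum. Cells received 12 pmol of a non-targeting siRNA pool (control siRNA) or of a pool against Foxl2 (FOXL2 siRNA) for 24 h, and then vehicle or 100 nM 17β-estradiol (E2) for 10 h, at a total culture time of 9 days. This gave 4 groups of 2 samples. For each sample, 50 ng of total RNA was amplified, labelled with Cy3 and hybridised to its own one-colour Agilent array. The 8 arrays lay on 1 slide and were scanned once, so no slide or scan batch could be tested. Groups and replicate numbers were taken from the sample titles alone.

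The deposited scanner files hold, per the file headers, spot intensity values from Agilent Feature Extraction. The processed intensity is the spot signal after the authors' software subtracted the background and removed spatial trends, with low values held at a floor and no scaling between arrays. The deposited files also hold the median raw intensity of each spot and of its surroundings. The authors' table of processed values is on a log2 scale. At 99.3 to 99.4% of its named values, depending on the array, it equalled the log2 of the mean processed intensity over the probes of a row, minus the 75th percentile of the array, within 0.001. It was not centred over arrays. According to the methods, values were scaled to the 75th percentile of each array and averaged over the transcripts of a gene. They were then filtered at a median fluorescence of 10 and put on a log2 scale. A median was subtracted for each replicate, and the values it was taken over are not fully stated. That last step was left out of the main values here.

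Here, 3671 of the 62976 spots were control spots and were left out. Spots of one probe were averaged, 42 probes flagged as non-uniform were left out, and 55639 probes were used. The processed intensity of each array was scaled to its 75th percentile, which lay between 275 and 367 units. Between 51.3 and 55.6% of probes were well above background per array, and 0 probes were saturated. Probes sharing an Entrez gene ID in the authors' table were averaged on the linear scale, giving 24232 genes, of which 15636 with a median scaled signal of at least 10 were kept. Array intensities carry no read depth, and their number, 2 arrays per group, limits precision. Symbols came from a RefSeq gene table, which named 22352 of the gene IDs. Of 26560 probes carrying both a gene ID and a RefSeq accession, 99.7% pointed to the same gene in both ways. The table belongs to another assembly than the arrays, which were designed on mm9, so gene coordinates are not printed. Positions are given only for probes whose mm9 interval is part of the probe's name.

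Gene values were fitted with limma version 3.58.1 in R version 4.3.3, as 4 group means over all 8 arrays, with a spread that follows intensity and with 4 residual degrees of freedom. Tests were two-sided, with Benjamini-Hochberg adjustment over the genes kept and a threshold of 0.05. The comparisons were E2 against vehicle with each siRNA, FOXL2 siRNA against control siRNA with each treatment, the difference between the E2 effects, and the mean of each pair of effects. The targets of the study's own rule were also counted. That rule asks for a difference of group means of at least 1 on the log2 scale that is larger than 2 times the sum of both SDs, and has no p-value. Its yield on unchanged genes was simulated in 20 draws from the fitted spread, and in 20 more, added after the data had been seen, with the spread of the fit with a replicate block and values centred within replicate numbers. Tables and plots were made with Python version 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

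Gene lists were tested with camera at a preset correlation between genes of 0.01, with fry beside it, over 9 lists and 4 comparisons, which makes 36 tests adjusted together. The lists included FOXL2-activated and FOXL2-repressed genes, chosen from those that the study names from other arrays. An E2 list held genes that it names from these arrays. The others were short lists for interferon response, proliferation, steroid synthesis, oocytes, theca cells and macrophages. The design, the lists, the rule for naming genes and the other processing choices, apart from those named below as added, were set before the data were examined. Hsd11b2 is in both the FOXL2-activated list and the E2 list. That rule names Foxl2, the nuclear receptors and markers of the study, the members of the 3 lists taken from the study, and, per comparison, up to 3 higher and 3 lower genes with the largest change. The latter had to pass the adjusted threshold, show no overlap between the arrays compared, be well above background in a compared group and have an ordinary symbol. Some genes under this rule are not reported here.

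A gene not well above background on any array of a group has only a bound there. Its fold is given as "at least", as the mean of the brighter group against a floor. On each array the floor is the lowest signal among probes well above background, or the gene's own signal where that is higher.

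The replicate numbers pair the samples. Deviations of equally numbered arrays from their group means correlated across genes at 0.33 to 0.45 in all 6 pairs of groups, and 2425 genes differed between the numbers. The pairing comes from the titles, and the methods describe a pool of mice for each replicate. Each number also filled its own row of the slide. A second fit took the replicate number as a block, and its value is given beside a result where it changes a call or moves a count by more than 1.5 times.

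The other choices tried were quantile normalization, the 75th percentile over probes detected on all arrays, the brightest probe of each gene, each probe on its own, a filter on detection, no filter, limma without the intensity trend, a fit of the compared groups alone, the authors' table, a fold threshold of 1.5 and centring within each replicate number for the study's rule, camera with an estimated correlation, and leaving out each array in turn. In the last, the remaining array of a group is assumed to vary like the other groups. Normexp was run on the median spot intensity with an offset of 50, since the mean spot intensity was not used here. That change, equalised array medians, an exchange of labels and the targets lower with E2 were added after the data had been seen. The limma fit was tested on simulated data, in which 200 of the 15636 genes were changed. For E2 with control siRNA, 155 genes changed by 1 on the log2 scale were recovered, with 12 false calls. For FOXL2 siRNA with vehicle the count was 136, with 20 false calls, and over both treatments 164, with 10 false calls.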

Results

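The effect of FOXL2 depletion on the response of ovarian follicular cells to E2 was measured on 8 arrays. The 4 groups were control siRNA with vehicle, control siRNA with E2, FOXL2 siRNA with vehicle and FOXL2 siRNA with E2, with 2 arrays each. FOXL2 is a transcription factor of granulosa cells, the cells that surround the oocyte. Replicates of a group correlated across genes at 0.989 to 0.992, and no pair held identical values. The median difference between them was 0.15 to 0.20 on the log2 scale, depending on the group.

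The first question was whether the siRNA lowered its target. Foxl2 (Entrez 26927) reached a log2 scaled signal of 13.23 ± 0.32 (SD, n = 2) with control siRNA and vehicle and 12.85 ± 0.12 with control siRNA and E2. In the arrays labelled FOXL2 siRNA it was 13.40 ± 0.01 with vehicle and 13.04 ± 0.11 with E2. The change over both treatments was 0.18 (SE 0.10, limma adjusted p = 0.334), with 0.17 for vehicle and 0.19 for E2, so no fall of Foxl2 was seen at the level of the gene. Leaving out replicate 2 of control siRNA with vehicle turned the sign of the vehicle value, to -0.06, which was not called either. Foxl2 has 2 probes on the array, and they moved apart. The bright probe, A_55_P2037732, which carries nearly all of the gene's signal, changed by 0.18 (adjusted p = 0.329) to 113% of the control. The dim probe, A_55_P2041668, changed by -0.97 (adjusted p = 0.0164) to 51.1% of the control, and was lower on all 4 arrays labelled FOXL2 siRNA than on any array labelled control siRNA. Taken by treatment, its changes of -1.15 and -0.79 were not called (adjusted p = 0.0526 and 0.202). Both probes were well above background on 8 of 8 arrays. Since the gene's signal goes against the label, the groups below are the arrays labelled so, and every direction rests on those labels.

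**Figure D1:**
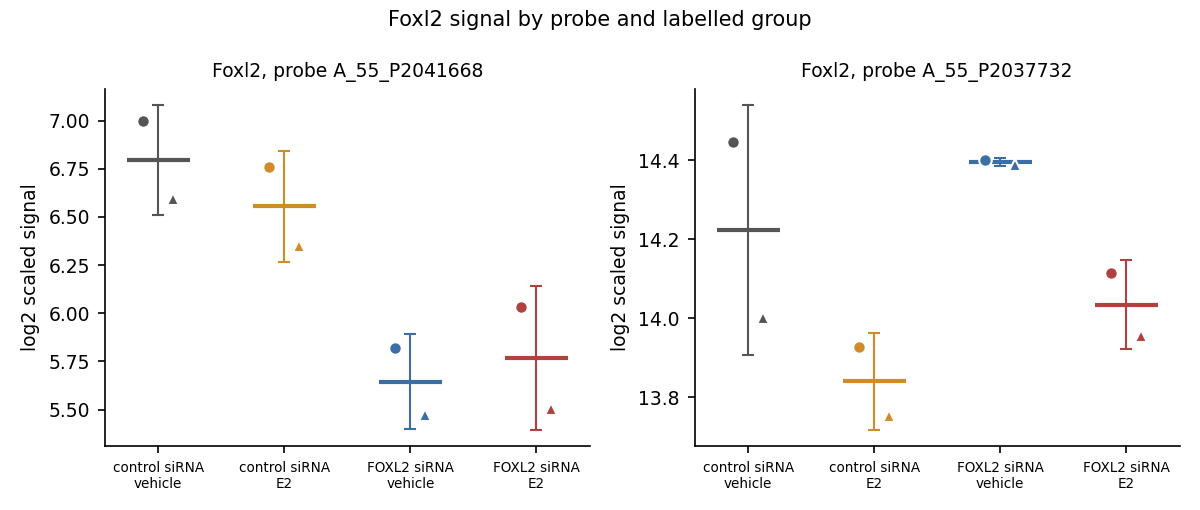
Log2 scaled signal of each Foxl2 probe on the 8 arrays, by labelled group; circles are replicate 1, triangles replicate 2, thick lines group means and bars the SD (n = 2). The dim probe on the left lies lower in both groups labelled FOXL2 siRNA, at 51.1% of the control over both treatments, while the bright probe on the right does not.

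The arrays labelled FOXL2 siRNA were then compared with those labelled control siRNA. With vehicle, 1026 genes differed in the limma fit, 567 higher and 459 lower with FOXL2 siRNA. With E2 the numbers were 686 genes, 352 higher and 334 lower. The mean of both effects gave 1964 genes, 999 higher and 965 lower. Apart from leaving out arrays, the replicate block moved these counts most, to 2928, 2330 and 4325. Leaving out 1 array lowered them to as few as 309 with vehicle (without replicate 2 of FOXL2 siRNA with vehicle), 131 with E2 (without replicate 1 of control siRNA with E2) and 1176 over both (without replicate 2 of FOXL2 siRNA with E2). Of 1247 genes called with either treatment, 1153 changed in the same direction with both, and 465 were called with both, 451 of them in the same direction. Across genes, which are not independent replicates, the knockdown effects with vehicle and with E2 correlated at 0.58 (Pearson). The correlation was 0.30 with no filter and 0.72 with normexp.

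Among the genes with the largest changes over both treatments, Zpld1 (-3.49, SE 0.42, adjusted p = 0.00208) was lower in the arrays labelled FOXL2 siRNA, where 1 of 2 arrays with each treatment was well above background for it. Slc13a5 (3.20, SE 0.17, adjusted p = 0.000134) and Acer1 (2.83, SE 0.16, adjusted p = 0.00014) were higher. Grpr was at least 3.78-fold lower and Gata1 at least 2.37-fold higher, each being not well above background on one side. With vehicle alone, Rasd1 was at least 10.3-fold lower, Pcdh8 at least 7.49-fold lower and Luzp4 at least 5.57-fold lower, while S1pr5 was at least 3.85-fold higher. Slc13a5 and Acer1 were again among the higher genes, at 3.94 and 3.70. With E2 alone, Zpld1 (-3.94) was again lower, Slitrk6 was at least 2.32-fold lower, Asic4 was higher by 3.59 (1 of 2 arrays of control siRNA with E2 well above background), Afap1l2 at least 4.34-fold and Gnb3 at least 2.99-fold higher. In the 8 fits that each left out 1 array, the genes named here over both treatments and with vehicle stayed called in 8. With E2, Zpld1 and Slitrk6 lost their call in 3, Afap1l2 and Gnb3 in 2 and Asic4 in 0, with adjusted p of up to 0.165, for Slitrk6 without replicate 1 of control siRNA with E2. Afap1l2 also lost it with no filter, with no intensity trend and in the fit of only the groups compared (adjusted p between 0.0504 and 0.0643), and Slitrk6 with normexp (-0.44, adjusted p = 0.296).

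Genes that the study names from other arrays were examined next. The study counts and names more FOXL2 targets than the 2 lists hold, and only the genes chosen for these lists were tested as lists. All 19 genes of the FOXL2-activated list were lower in the arrays labelled FOXL2 siRNA with either treatment. Their median change was -1.55 with vehicle (camera adjusted p = 5.36e-17) and -1.23 with E2 (adjusted p = 1.21e-14). With vehicle, 13 of them were called over all genes and 18 adjusted over the list alone, and with E2, 7 and 16. The block gave 18 and 16 over all genes. All 5 genes of the FOXL2-repressed list were higher, by a median of 2.22 with vehicle (camera adjusted p = 4.08e-09) and 1.21 with E2 (adjusted p = 1.85e-07). All 5 were called with each treatment, over all genes and adjusted over the list alone. These 4 list results also held under fry, with adjusted p of 0.0095, 0.0112, 0.00098 and 0.00237. None held under camera with an estimated correlation, where the adjusted p lay between 0.0747 and 0.142. Over both treatments, Fst changed by -2.02 (SE 0.13, adjusted p = 0.000228), Rgs2 by -2.43 (SE 0.14, adjusted p = 0.00016) and Pparg by -1.91 (SE 0.15, adjusted p = 0.000347). Sox9 rose by 2.05 (SE 0.15, adjusted p = 0.000303), Sox8 by 1.72 (SE 0.13, adjusted p = 0.000334) and Dhh by 1.04 (SE 0.10, adjusted p = 0.000843). Cyp19a1, which encodes aromatase, changed by -0.75 (SE 0.24, adjusted p = 0.0817). This was not called, except with the replicate block (adjusted p = 0.0402), and only 1 of 2 arrays in each group labelled FOXL2 siRNA was well above background.

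Of the nuclear receptors, Esr2 changed by -0.46 over both treatments (SE 0.09, adjusted p = 0.0168), a call lost in 3 of the 8 fits without 1 array (highest adjusted p = 0.0601, without replicate 1 of control siRNA with E2). The change was -0.46 with each treatment, and was called there only with the replicate block (adjusted p = 0.00898 and 0.0105). Nr5a1 changed by -0.34 with vehicle, which was called with that block (adjusted p = 0.0116) or under quantile normalization (-0.39, adjusted p = 0.0334). It changed by 0.14 with E2 and -0.10 over both treatments, neither of them called (adjusted p = 0.518 and 0.391). Esr1 (-0.01), Nr2c1 (0.01) and Nr2c2 (0.02) were not called over both treatments. Pgr was not well above background on any array.

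The response to E2 was measured with each siRNA. In the arrays labelled control siRNA, 3 genes differed between E2 and vehicle, all of them lower with E2: Hs3st6 (-2.76, SE 0.23, adjusted p = 0.0143), Cbs (-2.11, SE 0.17, adjusted p = 0.0143) and Cyp2s1 (-1.58, SE 0.09, adjusted p = 0.002). In the arrays labelled FOXL2 siRNA, 2 genes differed, both higher with E2. These were Cacna1a (1.80, SE 0.16, adjusted p = 0.0327) and Gm11559 (2.15, adjusted p = 0.00769), which is outside the naming rule and was chosen after its values were seen. At an unadjusted p under 0.05 there were 716 and 478 genes. The replicate block moved these counts most, to 182 genes with control siRNA, 40 higher and 142 lower, and 96 genes with FOXL2 siRNA, 72 higher and 24 lower. Without replicate 2 of control siRNA with vehicle, 0 genes were called by limma with control siRNA, with 1104 at an unadjusted p under 0.05, and without either array of FOXL2 siRNA there were 5 if it was given E2 and 1 if it was given vehicle. Of the 8 fits without 1 array, Hs3st6 and Cbs lost their call in 5 each (highest adjusted p = 0.149 and 0.119, without replicate 1 of control siRNA with E2 and with vehicle). Cyp2s1 lost it in 1, without replicate 2 of control siRNA with vehicle (adjusted p = 0.0531), and Cacna1a in 6 (highest adjusted p = 0.501, without replicate 1 of FOXL2 siRNA with E2). Hs3st6, Cbs and Cacna1a also lost it with no filter, with no intensity trend and in the fit of only the groups compared (adjusted p between 0.0612 and 0.136), and Cacna1a with the brightest probe of each gene (adjusted p = 0.0556). Leaving out either array of a FOXL2 siRNA group, or of control siRNA with E2, left 0 limma calls for FOXL2 siRNA, with 398 to 601 genes at an unadjusted p under 0.05. Without either array of control siRNA with vehicle there were 4. For the mean E2 effect over both siRNAs, limma called 0 genes, with 360 at an unadjusted p under 0.05, and 0 again without the intensity trend, with 527. The block gave 8 genes, 1 higher and 7 lower, and 1 gene was called without replicate 1 of control siRNA with E2 or replicate 2 of control siRNA with vehicle.

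The difference between both E2 effects was tested directly. It was called for 38 genes, of which 37 had a higher E2 effect in the arrays labelled FOXL2 siRNA. Among them, the largest differences were for Slc13a3 (5.44, SE 0.76, adjusted p = 0.0487), Rasd1 (5.43, SE 0.64, adjusted p = 0.0334) and Hs3st6 (4.95, SE 0.32, adjusted p = 0.00302). Rasd1 was not well above background with FOXL2 siRNA and vehicle, nor Slc13a3 in that group and with control siRNA and E2. Their differences therefore carry no fold, and their rank as largest rests on signals at the background. Plekhg4 was the 1 gene with a lower effect (-1.74, SE 0.17, adjusted p = 0.0148). The block gave 332 genes for the difference, 229 higher and 103 lower. Leaving out any 1 array reduced the count, to 4 without replicate 2 of either control siRNA group and at most 10, without replicate 1 of either vehicle group. Plekhg4 and Slc13a3 lost their call in 8 of these 8 fits and Rasd1 in 7 (highest adjusted p = 0.102, 0.198 and 0.156), while Hs3st6 kept it in 8 (highest adjusted p = 0.0278). Slc13a3 and Rasd1 also lost it with normexp (0.89 and 1.77, adjusted p = 0.161 and 0.0648), with no filter (0.116 and 0.0903) and with no intensity trend (0.107 and 0.0940), and Slc13a3 under quantile normalization (0.106) and with the brightest probe (0.0522).

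The E2 list, which the study chose on these same arrays and which is therefore not independent evidence, holds Hsd11b2, Tacc1, Angpt2 and Cbs. The study describes these genes as activated by E2 in control cells. All 4 were lower with E2 in the arrays labelled control siRNA, opposite to that direction, with a median change of -1.68 (camera adjusted p = 1.24e-10, fry adjusted p = 0.01). All 4 were higher with E2 in the arrays labelled FOXL2 siRNA, with a median change of 1.25 (camera adjusted p = 4.98e-10, fry adjusted p = 0.0233). With an estimated correlation neither was called (adjusted p = 0.0747 for both), and with the replicate block fry no longer called the latter (adjusted p = 0.0582). Over all genes, 1 was called with control siRNA and 0 with FOXL2 siRNA, against 4 and 3 adjusted over the list alone. Hsd11b2 changed by -2.33 (SE 0.53, adjusted p = 0.536) and 1.18 (SE 0.53, adjusted p = 1), Tacc1 by -1.02 (SE 0.20, adjusted p = 0.347) and 0.55 (SE 0.20, adjusted p = 1), and Angpt2 by -1.24 (SE 0.42, adjusted p = 0.895) and 1.94 (SE 0.42, adjusted p = 0.589). Cbs changed by -2.11 and 1.31. The replicate block called Hsd11b2, Tacc1 and Cbs with control siRNA, and Angpt2 and Cbs with FOXL2 siRNA, and it called 1 list gene for the knockdown with E2. The difference between both E2 effects was called for Cbs (3.41, SE 0.24, adjusted p = 0.00372), and for the other 3 genes with the replicate block (adjusted p between 0.00244 and 0.014). Without replicate 2 of FOXL2 siRNA with E2 it was called for Angpt2 too (3.92, adjusted p = 0.0167). For Cbs it was called in 8 of the 8 fits without 1 array (highest adjusted p = 0.0358). Angpt2 was not well above background with FOXL2 siRNA and vehicle, so that its fitted changes against that group carry no fold, and was at least 3.67-fold higher with E2. In that vehicle group, 1 of 2 arrays was well above background for Hsd11b2. With vehicle, all 4 list genes were lower in the arrays labelled FOXL2 siRNA (median -3.20, adjusted p = 1.85e-07), and all 4 were called over all genes. With E2 the median was -0.20 (adjusted p = 0.984), and 0 were called, with 1 adjusted over the list alone.

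Sox9 and Sox8 changed with E2 by 0.79 (SE 0.21, adjusted p = 0.712) and 0.70 (SE 0.18, adjusted p = 0.692) in the arrays labelled control siRNA, and by -0.43 and -0.30 in those labelled FOXL2 siRNA, of which the block called Sox9 with control siRNA (adjusted p = 0.0219). The study describes both as repressed by E2, which is opposite to the direction in the arrays labelled control siRNA. The difference between those effects was -1.22 and -1.01 (adjusted p = 0.368 and 0.419), and was called only with the block (adjusted p = 0.00735 and 0.0361). The FOXL2-repressed list as a whole had a median E2 change of 0.34 with control siRNA (camera adjusted p = 0.000633, fry adjusted p = 0.0646) and -0.30 with FOXL2 siRNA (adjusted p = 0.00645, fry adjusted p = 0.0939). With control siRNA, 0 of its genes were called over all genes and 2 adjusted over the list alone, and with FOXL2 siRNA 0 and 0. Neither held under an estimated correlation, and with the replicate block fry called the former (adjusted p = 0.0339), with 1 and 0 genes called over all genes and 4 and 2 adjusted over the list alone. Without replicate 1 of FOXL2 siRNA with E2 or replicate 2 of FOXL2 siRNA with vehicle, the latter was not called (medians -0.15 and -0.17). The median of the FOXL2-activated list changed by -0.07 (adjusted p = 0.186) and 0.11 (adjusted p = 0.179), with 0 and 0 genes called over all genes, and 1 and 0 adjusted over the list alone. Taking the replicate number as a block, camera called the latter (adjusted p = 0.0328) and fry did not, and 6 and 2 genes were called adjusted over the list alone, with 1 and 0 over all genes. Without replicate 1 of FOXL2 siRNA with E2, it was -0.32 (adjusted p = 0.0426), and without replicate 2 of that group 0.45 (adjusted p = 2.69e-08). The mean of this list with control siRNA was -0.26. Its median of -0.07 became -0.15 without replicate 1 of control siRNA with E2, which was called (adjusted p = 0.0245). At -0.07 it was also called without replicate 1 or replicate 2 of FOXL2 siRNA with E2 (adjusted p = 0.0488 and 0.0403).

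**Figure D2:**
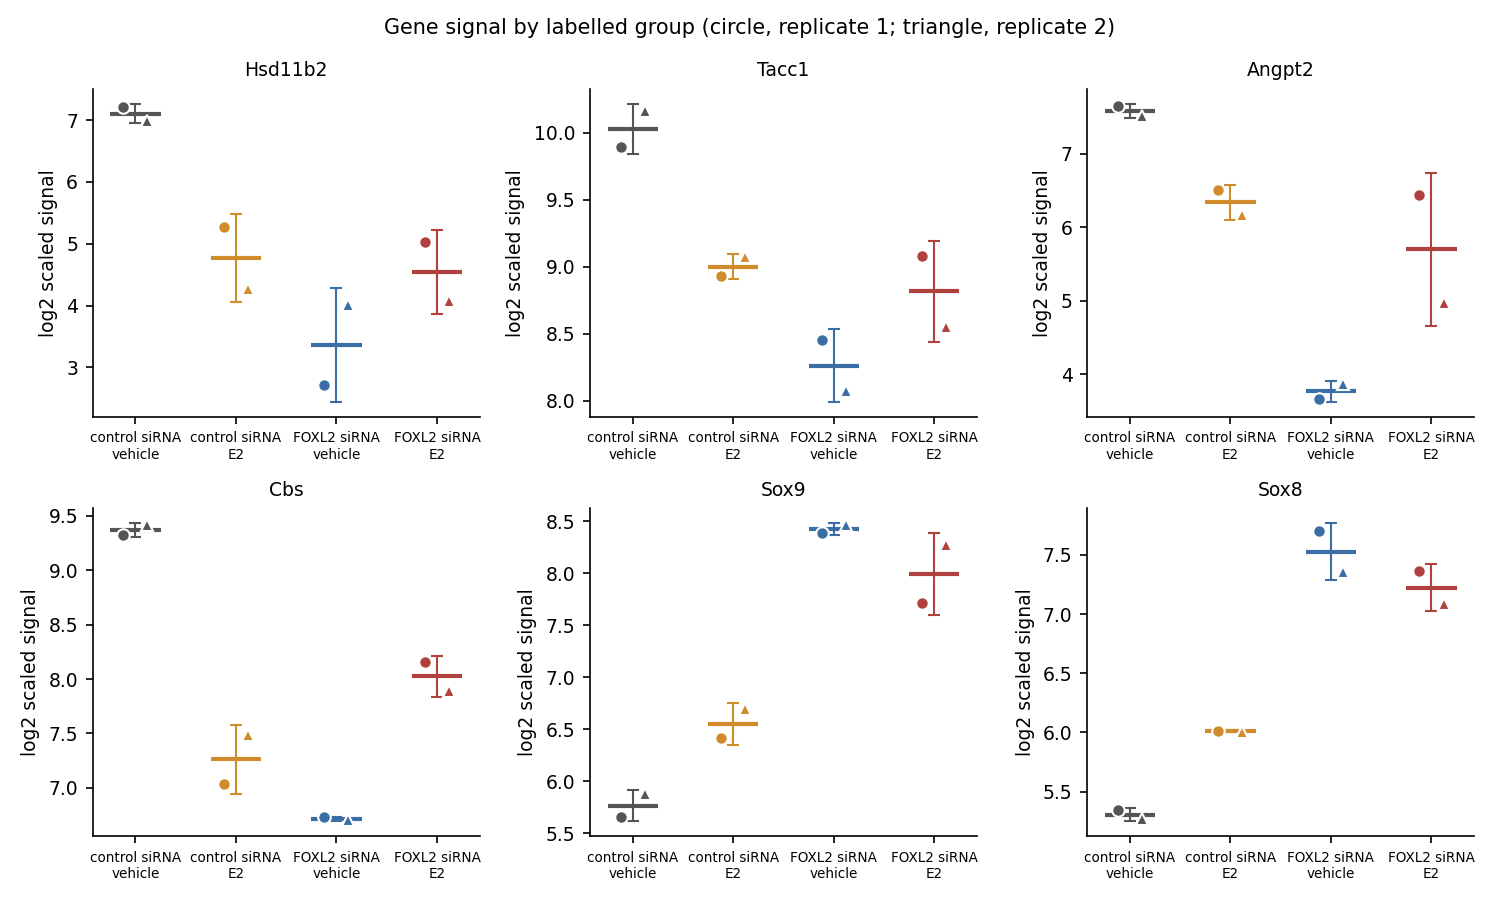
Log2 scaled signal of the E2 list genes and of Sox9 and Sox8 on the 8 arrays, by labelled group; circles are replicate 1, triangles replicate 2, thick lines group means and bars the SD (n = 2). The E2 list genes fall with E2 in the arrays labelled control siRNA and rise in those labelled FOXL2 siRNA, with medians of -1.68 and 1.25, while Sox9 and Sox8 go the other way.

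By the study's rule, 71 genes were E2 targets in the arrays labelled control siRNA, 9 higher and 62 lower with E2. In those labelled FOXL2 siRNA there were 34, 25 higher and 9 lower. Simulated unchanged genes gave 41.05 targets on average (range 32 to 57). The count with control siRNA lay above that range and the count with FOXL2 siRNA inside it. Centred within replicate numbers, there were 83 and 65 targets, both above the 16.7 (range 11 to 24) of unchanged genes simulated and centred likewise. All 4 arrays compared were well above background for 40 and 17 of the targets. There were 13 targets with both siRNAs, and 13 of them changed in opposite directions. The counts moved most with normexp, to 16 and 7, and without a filter on dim genes, to 201 and 169.

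The size of the E2 effect with FOXL2 siRNA was compared with that with control siRNA over the targets. Over the 9 targets higher with E2 in the arrays labelled control siRNA, the mean effect with FOXL2 siRNA was -11.5% of that with control siRNA (-3.66% in replicate 1 and -19.4% in replicate 2). Quantile normalization and the replicate block turned its sign, to 2.10% and 2.02%. Over the 62 targets lower with E2 it was -59.0% (-63.7% and -54.5%), a comparison added after the data had been seen. With no filter it was -20.1% over 171 lower targets, and under quantile normalization -71.2% over 43. Choosing genes on the effect that is then compared favours a smaller effect in the other group. Genes were therefore also chosen in one replicate number, by a change of at least 1 on the log2 scale, and measured in the other. They had to be well above background on the 2 arrays used for choosing, and not on the other arrays. For 256 choices of genes lower with control siRNA, the effect with FOXL2 siRNA was -75.6% of that with control siRNA. For 81 choices of genes higher with control siRNA, the mean change with control siRNA in the other replicate was -0.03, so that no ratio could be read. For 182 choices of genes higher with FOXL2 siRNA, the effect with FOXL2 siRNA was -85.4% of that with control siRNA. For 116 choices of genes lower with FOXL2 siRNA, the effect in the other replicate was -0.04, and again no ratio could be read.

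Over the genes kept, both E2 effects, which share no array, correlated at -0.18 (Pearson) and -0.07 (Spearman). The direction of the rank correlation depended on the background correction, being 0.09 with normexp. The E2 effect with control siRNA in one replicate and the knockdown effect with vehicle in the other correlated at 0.15 (0.07 and 0.23 in the separate pairings). With no filter this correlation between replicates was 0.07 (0.05 and 0.09), and with normexp 0.14 (-0.04 and 0.33). On the same arrays, which share controls, the main value was 0.40, below the 0.48 to 0.53 of simulated unchanged groups. The planned correlation over genes called for the mean E2 effect could not be made, with 0 genes called.

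**Figure D3:**
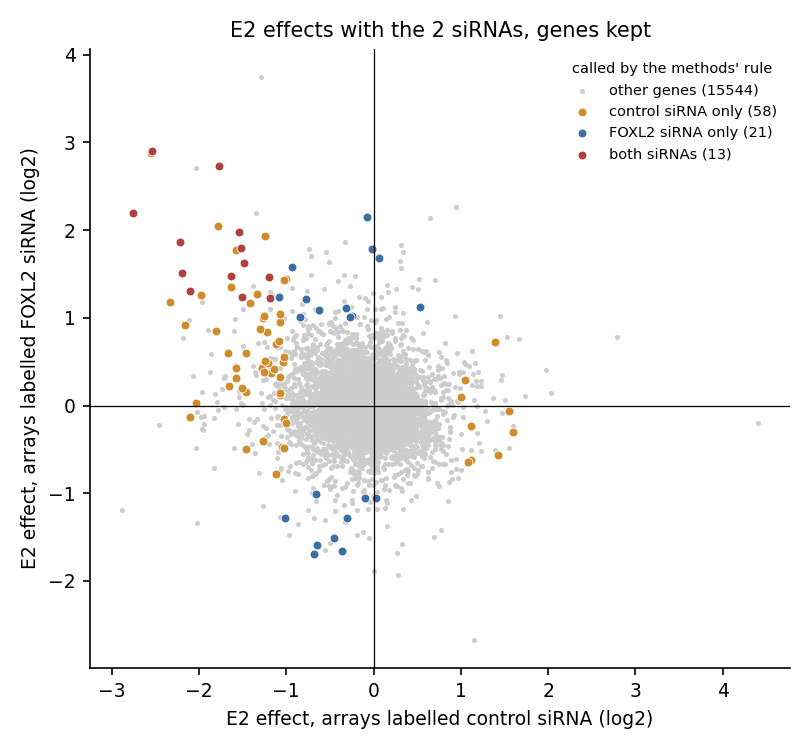
E2 effect in the arrays labelled FOXL2 siRNA against that in the arrays labelled control siRNA, in log2 units, 1 point per gene kept; colours mark targets of the study's rule with control siRNA only (58), FOXL2 siRNA only (21) and both siRNAs (13). All 13 shared targets lie in the quadrants of opposite sign.

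The remaining lists were tested in the same way. Steroid synthesis genes were higher in the arrays labelled FOXL2 siRNA, by a median of 0.39 with vehicle (camera adjusted p = 0.0227, fry adjusted p = 0.0123) and 0.26 with E2 (adjusted p = 0.00974, fry adjusted p = 0.0112), but not under an estimated correlation. Over all genes, 4 and 3 of the 8 were called, and 5 and 5 adjusted over the list alone. The block gave 5 and 5 over all genes. E2 itself gave medians of -0.10 and -0.05 for this list, with 0 called, or 2 and 1 adjusted over the list alone with the block. The interferon list had medians of 0.24 and 0.28 for the knockdown and -0.06 and -0.04 for E2. It was not called (lowest adjusted p = 0.202), although camera with the replicate block called the knockdown medians (adjusted p = 0.0328 for both) where fry did not, with 4 and 4 genes called over all genes, and 4 and 7 adjusted over the list alone. Proliferation genes had medians of -0.17 and -0.11 for the knockdown and 0.05 and 0.01 for E2. Their mean for E2 with control siRNA was -0.03, against the median of 0.05. The theca list, with 4 of 6 genes tested, had medians of 0.18 and 0.18 for the knockdown and 0.07 and -0.12 for E2. Its mean in the last case was 0.02, and fry but not camera called it for the knockdown with vehicle (fry adjusted p = 0.0095). Macrophage genes (4 of 6 tested) had medians of 0.06 and 0.03 for the knockdown and -0.09 and -0.08 for E2. Their mean for the knockdown with E2 was -0.0014, against the median of 0.03. Of the oocyte list 1 of 8 genes was tested, with changes of 0.02, 0.04, -0.03 and -0.01. In the proliferation, theca, macrophage, oocyte and interferon lists, 0 genes were called by limma over all genes, except 1 theca gene for the knockdown with vehicle. Adjusted over the list alone, the theca list had 1 gene for E2 with control siRNA, 1 for the knockdown with vehicle and 2 for the knockdown with E2, and the others had 0. With the block, the theca list had 2 genes adjusted over the list alone for E2 with control siRNA and 1 with FOXL2 siRNA, and 2 called over all genes for the knockdown with E2.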

Values the study reported

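The study reported 41 genes responding to estradiol in cells given control siRNAs, 39 of them activated and 2 repressed. It named Hsd11b2, Tacc1, Angpt2 and Cbs among the activated targets, and described Sox9 and Sox8 as repressed by less than 2-fold. In cells depleted of FOXL2 it counted 27 estradiol targets, and put the average loss of estradiol-dependent activation at about 35%. In its other experiments, siRNA pools lowered the targeted mRNAs by more than 70% by qPCR.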

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

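The explanations below and their tests were chosen after the results were seen. The exceptions are the difference between both E2 effects, the E2 list, the study's rule, quantile normalization and the choice of genes in one replicate number, which were set earlier, although the use of that choice for genes lower with E2 and the reading of each were added afterwards.

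The E2 effects with the 2 siRNAs differed, by a direct test, for 38 genes, 37 of them with a higher effect in the arrays labelled FOXL2 siRNA. Leaving out 1 array reduced the count to 4 without replicate 2 of either control siRNA group. Splits of the 8 arrays into groups of 4 were fitted with the other factor beside them, which gave 44 genes for the real split. Of 34 splits, 2 gave as many, so that chance could not be excluded this way. The other was the split by replicate number, with 1818 genes. Under the replicate block, among 17 splits holding 2 arrays of each number on each side, 1 gave as many genes as the 284 of the real split, which was the real split itself, and the others gave 0. So few splits cannot exclude chance either.

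The pattern behind this difference was opposite movement. In the fit with the block, 60 genes were called for E2 with both siRNAs, and 59 of them moved in opposite directions, against 50.4% of all genes. Each replicate number holds 1 array of every group, so that a shift shared by a mouse pool or slide row cancels in every E2 effect, and the block leaves directions as they are. A response in 1 pool or row only is argued against by genes lower with control siRNA in one number and measured in the other, where the effect with FOXL2 siRNA was -73.2% and -77.4% of that with control siRNA in the separate pairings. A wrong scaling factor for an array moves all its genes one way. It is argued against as the whole cause by the genes called with control siRNA in the fit with the block, of which 38 of the 40 higher with E2 were lower with FOXL2 siRNA, and 130 of the 142 lower with E2 were higher. Scaling that depends on the signal moves genes of like signal one way. As the whole cause it is argued against by pairing each of these 40 genes with a different one of the 142, at most 0.19 apart in mean log2 signal, since in 35 of the 40 pairs each gene moved the opposite way with FOXL2 siRNA. Under quantile normalization the difference was called for 36 genes, 33 of them among the 38. An exchange of 1 pair of control siRNA arrays only would set the E2 effects of both replicate numbers against each other. Across all genes kept, these correlated at 0.21 with control siRNA, and at 0.0827 to 0.338 under the other normalizations and filters, which argues against it.

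The directions the study gives bear on the other explanations. It describes the E2 list and most of its targets in control cells as activated. An exchange of the 2 FOXL2 siRNA groups is argued against by the median of the E2 list, which rose by 1.25 in the arrays labelled FOXL2 siRNA with E2. A response to E2 that turns direction without FOXL2, with the labels as given, is argued against in the same way, since 62 of the 71 targets and all 4 genes of the E2 list were lower in the arrays labelled control siRNA with E2. Both readings rest on the directions the study gives from these same arrays, and an error in that account in place of the labels was not tested. From other experiments, the study reports E2 activation of selected genes by qPCR, weaker without FOXL2. It also reports by Western blot that E2 lowered SOX9, with FOXL2 depleted too. Neither was set against the arrays by a test. Sox9 mRNA fell with E2 in the arrays labelled FOXL2 siRNA (-0.43, not called). It rose in those labelled control siRNA (0.79, called only with the replicate block). An exchange of the labels of both control siRNA groups stays open. It needs shared genes to move in opposite directions, and the 59 of 60 are consistent with it. The arrays alone do not settle which labels are right, and the labels were kept as given throughout.

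Probes without a gene ID were left out of the comparisons of genes. There were 9769 such probes with a median scaled signal of at least 10, and dimmer ones were not tested. Of the 9769, 222 were called for FOXL2 siRNA against control siRNA over both treatments, 111 higher and 111 lower. Signal at the background is argued against, since 208 of them were well above background on all 8 arrays. On chromosome 3 of mm9, the probe for 95502970 to 95503399 on the reverse strand changed by -2.03 (adjusted p = 9.02e-05, well above background on 8 of 8 arrays), and was chosen after its values were seen. Of the probes called, 146 are named by a position, and these may be transcripts of genes that have an ID. No annotation of that build was used here, so this cannot be told apart from separate transcripts. A response of these transcripts to FOXL2 siRNA stays open and rests on the labels.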

How the results depend on the processing

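Each alternative was named in advance, except normexp on the median spot intensity, equalised array medians, the exchange of labels and the targets lower with E2, which were chosen after the data had been seen. Normexp on the mean spot intensity was not run, and a slide block was not run because the arrays lay on 1 slide. Where a value changed, the cause was not tested, apart from no filter and fewer arrays, which change the number of genes or arrays tested.

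Over 23 results and 401 alternatives, 297 kept their direction and their side of the threshold, stayed within 1.5 times for a count, or moved by less than the SD between replicates for a correlation or effect size, and 12 changed direction. Over 76 results for single genes and 1398 alternatives, 1262 kept direction and side. Of the rest, 109 lost their call, 76 of them when 1 array was left out, 16 gained one, 14 of these with the replicate block, and 11 changed direction, none of them called. These were Esr1, Nr2c1 and Nr2c2 over both treatments, with Esr1 at 0.0534 and Nr2c1 at -0.0099 with normexp, and Esr1 at 0.0074 with the percentile over detected probes. No intensity trend lost 10 of these calls, no filter 9 and the fit of only the 2 groups compared 5. Signal over background limits Pgr, Rasd1 and the other genes given as bounds.

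With the replicate block, the E2 effect was called for 182 genes with control siRNA, 96 with FOXL2 siRNA and 8 over both, the FOXL2 knockdown for 2928 with vehicle, 2330 with E2 and 4325 over both, and the difference for 332. The study's rule centred within replicate numbers gave 65 targets with FOXL2 siRNA, the effect size over higher targets was 2.02%, and camera called the FOXL2-activated list for E2 with FOXL2 siRNA (0.11). No other call changed under the block, apart from those named here and in the report.

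Normexp gave 7 genes for E2 with control siRNA, 16 and 7 targets by the study's rule, 0 of them higher with control siRNA, so that no effect size could be had, and a correlation of E2 effects of -0.12. No filter gave 1 and 0 genes for E2 with control and FOXL2 siRNA (limma, with 1006 and 845 at an unadjusted p under 0.05), 9 for the difference, 201 and 169 targets, and a correlation of -0.0585. No intensity trend gave 1 and 1 for E2, 639 and 379 for the knockdown with vehicle and with E2, and 15 for the difference. Only the 2 groups compared gave 0 for E2 with FOXL2 siRNA (448 unadjusted) and 586 for the knockdown with vehicle. The brightest probe, and each probe on its own, gave 1 gene for E2 with FOXL2 siRNA. A threshold of 1.5-fold gave 192 and 111 targets. Quantile normalization gave an effect size of 2.10%, and the targets lower with E2 gave -59.0%. For the Foxl2 level, the dim probe gave -0.97 (adjusted p = 0.0164), the reverse of the gene, and -1.15 with vehicle and -0.79 with E2 (adjusted p = 0.0526 and 0.202).

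With camera and an estimated correlation, no list was called. The FOXL2-activated list for the knockdown was at -1.55 with vehicle and -1.23 with E2 (adjusted p = 0.130 and 0.142). The FOXL2-repressed list was at 2.22 and 1.21 (0.0747 for both), and for E2 at 0.34 with control siRNA and -0.30 with FOXL2 siRNA (0.118 and 0.142). Under fry the last pair were not called either (0.34 and -0.30, adjusted p = 0.0646 and 0.0939).

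With the labels of the control siRNA groups exchanged, E2 with control siRNA gave 3 genes, all higher, the difference 0 (limma, 360 unadjusted), E2 over both 38, the effect size 59.0%, the FOXL2-repressed list -0.34 and the FOXL2-activated list 0.0731 for E2 with control siRNA, and Foxl2 with E2 -0.19, as also with the block. With the replicate block as well, E2 gave 182 genes with control siRNA, 142 higher and 40 lower, 96 with FOXL2 siRNA and 332 over both, the difference 8, 1 higher and 7 lower, and the knockdown 2704, 2520 and 4325. Foxl2 with vehicle was then 0.55 higher (adjusted p = 0.0023). These changes follow from the exchange itself.

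Leaving out 1 array gave 0 to 5 genes for E2 with control siRNA, 0 to 4 with FOXL2 siRNA and 0 to 1 over both. The knockdown gave 309 to 917 with vehicle, 131 to 629 with E2 and 1176 to 1878 over both, and the difference 4 to 10. The FOXL2-activated list lay between -1.91 and -1.55 and between -1.61 and -0.94 for the knockdown, between -0.15 and -0.0731 for E2 with control siRNA, and between -0.32 and 0.45 with FOXL2 siRNA. The FOXL2-repressed list lay between 2.05 and 2.39 and between 1.08 and 1.22, between 0.30 and 0.48, and between -0.43 and -0.15. Without 1 array, Esr1 lay between -0.0279 and 0.0102, Nr2c1 between -0.0139 and 0.0264 and Nr2c2 between -0.10 and 0.14. The Foxl2 level lay between -0.0569 (without replicate 2 of control siRNA with vehicle) and 0.39 with vehicle, 0.10 and 0.28 with E2, and 0.07 and 0.29 over both.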

Other observations

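The explanations and tests in this part were chosen after the results were seen, except the FOXL2-activated list and the choice of targets in one replicate number, which were set earlier. The use of that choice for genes lower with E2 and the reading of both were added afterwards.

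Foxl2 did not fall at the level of the gene in the arrays labelled FOXL2 siRNA. Wrong siRNA labels, or an siRNA without effect, are argued against by the FOXL2-activated list, whose median with vehicle was -1.55, with 19 of 19 genes lower. Saturation of the bright probe is argued against by 0 saturated probes on the 8 arrays. Scatter of the dim probe is argued against by its change of -0.97, which passed the threshold. The bright probe, with a change of 0.18, may read RNA other than intact Foxl2 mRNA, such as a fragment left after cleavage or a transcript on the other strand. This cannot be told apart from an unchanged Foxl2 mRNA, since no probe position was used here. The dim probe alone gives no level for the mRNA as a whole.

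The bright probe lay at 113% of the control over both treatments. That is higher than the level the fall quoted from the study's other experiments would leave.

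For FOXL2 siRNA against control siRNA over both treatments, 1 of 34 splits of the 8 arrays gave as many genes as the 2139 of the real split, which was the real split itself. The next gave 208 and followed the replicate number. Chance is argued against for this count, as far as 34 splits allow. The other splits leave any siRNA effect in the spread, which lowers their counts, so chance is not excluded. Under the block, 1 of 17 splits gave the 3750 genes of the real split, and the others gave 0. For the mean E2 effect over both siRNAs the real split gave 0 genes, so that 34 of 34 splits gave as many by necessity, and nothing can be read about chance.

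By the study's rule, 71 genes were E2 targets with control siRNA. That is higher than the number quoted from the study above. Of these, 9 were higher with E2. That is lower than the number of activated genes quoted above. The other 62 were lower with E2. That is higher than the number of repressed genes quoted above. The effect with FOXL2 siRNA over the 9 higher targets was -11.5% of that with control siRNA. That is lower than the share left by the loss quoted from the study. The measures are not alike, since the study took its loss over its own, larger set of activated genes, after subtracting a median for each replicate. Over the 62 lower targets, the effect with FOXL2 siRNA was 41.0% smaller in size and opposite in direction. It was 79.9% smaller over the lower targets with no filter, and 28.8% smaller under quantile normalization. If the labels of both control siRNA groups were exchanged, which stays open, the 62 would be higher with E2. Both effects would then point the same way, and the 41.0% would be nearer the loss quoted from the study.

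The smaller E2 effect with FOXL2 siRNA over E2 targets may come in part from the choice of targets on the effect compared. Over genes lower with control siRNA in one replicate number and measured in the other, its size was 75.6% of that with control siRNA, and its direction opposite, against a ratio of -19.5% in the replicate used for choosing. That choice as the whole cause is argued against by genes chosen with FOXL2 siRNA, for which the size of the effect with FOXL2 siRNA was also below that with control siRNA, at 85.4% (ratios of -91.4% and -81.3% in the separate pairings). Both values are sizes of effects that point in opposite directions.

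Between the replicate numbers, 2425 genes differed, 1200 higher and 1225 lower in replicate 2. Each number was a pool of mice and also a row of the slide, so the slide row cannot be told apart from the mouse pool.

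Genes known to respond to estrogen elsewhere were chosen after the E2 effects had been seen. With control siRNA and FOXL2 siRNA, Greb1 changed with E2 by -1.002 and 1.45, Nrip1 by -0.17 and 0.22, Igf1 by 0.19 and -0.15, C3 by -0.37 and -0.38, and Susd3 by 0.11 and 0.03. Rasd1 changed by -2.55 with control siRNA, and was at least 3.76-fold higher with E2 with FOXL2 siRNA, where it was not well above background with vehicle. Ramp3, with 1 of 2 arrays of each group well above background, changed by 0.14 and -0.83. Ltf was not kept by the filter.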
